A study of Mus musculus with 25 samples. Its data were reported in "SIRT1 selectively exerts the metabolic protective effects of hepatocyte nicotinamide phosphoribosyltransferase" (2022).

How the data were processed

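Liver RNA was measured by poly-A selected RNA sequencing in 25 mice, each giving 1 library. The authors aligned single-end reads to the mouse genome (GRCm38, Ensembl annotation) with STAR and counted uniquely aligned, unambiguous reads per gene with featureCounts. The deposited files hold raw counts per gene for 41388 Ensembl gene identifiers. They also hold CPM values and RPKM values that the authors computed from those counts. The counts were whole numbers with a different total in every library. The deposited CPM and RPKM values were recomputed from the counts and the gene lengths, and the largest relative deviation was 9.3e-10, so only the counts were used from there on. The labels do not say whether counting used the strand of the reads.

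Groups were taken from the sample labels: the diet (chow or Western diet, abbreviated WD), the genotype (wild type, WT, or liver-specific SIRT1 knockout, LKO) and the vector carried by the AAV8 virus (empty vector, EV, or NAMPT). The group sizes were 3 for chow WT EV, 6 for WD WT EV, 6 for WD WT NAMPT, 5 for WD LKO EV and 5 for WD LKO NAMPT. The general treatment text of the labels names the vector insert as SIRT1, whereas every sample title and the series description name NAMPT, and the titles were followed. The labels give an age of 20 weeks, and the series gives a study length of 12 weeks. They give no sequencing batch, no cage and no hour of tissue collection.

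Gene symbols were joined to the Ensembl identifiers with the annotation that lists 40254 of them, of which 40245 lie on the same chromosome there. Genes were kept when more than 1 CPM was reached in at least 2 libraries, and 4 ribosomal RNA genes were left out, which left 14065 genes. Size factors were computed with the TMM method of edgeR 4.0.16. Counts were then fitted with voomWithQualityWeights of limma 3.58.1 in R 4.3.3, with 1 mean per group, all 25 libraries in the same fit and no covariates. Moderated limma tests were adjusted over all genes kept by the Benjamini-Hochberg method, and genes with an adjusted p-value of 0.05 or less were called. The test, the normalization and the filter follow the methods of the study, and its legends name the edgeR exact test, which was run as an alternative. Standard errors (SE) are those of the moderated limma fit. Expression values are TMM-normalized CPM with the standard deviation (SD) between libraries. Logarithms of CPM for plots, scores and exact tests used a pseudocount of 0.5.

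The comparisons were WD WT NAMPT against WD WT EV, WD LKO NAMPT against WD LKO EV, WD LKO NAMPT against WD WT NAMPT, WD LKO EV against WD WT EV, WD WT EV against chow WT EV, and the interaction (the NAMPT effect in LKO minus the NAMPT effect in WT). A panel of 9 genes was fixed beforehand: Sirt1, Nampt, Fgf21 and the lipogenic genes Pklr, Acaca, Fasn, Elovl6, Gpam and Scd1. Panel genes were adjusted over the 9 genes as well as over all genes. For Sirt1, Nampt and Fgf21, exact two-sided permutation tests of log2 CPM were run on the groups compared, a family of 6 tests with Benjamini-Hochberg adjustment. A total of 7 gene sets, listed by hand from themes of the study, were tested with limma camera at an inter-gene correlation of 0.01, and adjusted over 21 tests. Their members C1s, Cxcl5, Cxcr2, Aldh1a2 and Crabp1 were not among the genes kept. Other genes were named by a fixed rule. For each comparison the rule takes the 3 largest rises and the 3 largest falls among called genes with an average log2 CPM of at least 0 and, for comparisons of 2 groups, no overlap between the libraries of both groups. The groups, comparisons, tests, gene lists, naming rule and alternatives were fixed before the data were examined.

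The alternatives were the edgeR quasi-likelihood test, the edgeR exact test, DESeq2 1.42.0 with its own size factors, limma without sample quality weights, upper-quartile size factors, library size alone, no filter on low counts, a filter on the mean CPM, removal of ribosomal protein genes, fits on only the groups compared, the replicate number as a block, 2 surrogate variables from sva 3.50.0, fry in place of camera, and fits that each left out 1 library. A clock-gene score as covariate was added after the data were seen. The replicate numbers come from the sample titles. They are reused in each group for different mice, so a shared number does not join samples of 1 animal. Numbers 7 and 8 occur only in WT EV, so the block takes these libraries out of every comparison.

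The main fit was tested on simulated counts with the same group sizes, in which 200 of 14065 genes changed 2-fold per comparison. It recovered 80.5% of them between the WT groups and 76% between the LKO groups, with 7 and 5 false calls. It made 0 calls in a comparison without changes. Simulated genes varied independently, without the differences between libraries that many real genes share. The simulation therefore does not give the rate of false calls in the real comparisons, and the interaction was not scored in it. No pair of libraries in a group was a copy of another, since the smallest chi-square per degree of freedom between any 2 was 15.6. Total counts ran from 20166175 to 32937326 per library. A gene at the floor of 3 counts was treated as not measurable, and folds against such a group are given as lower bounds. Intervals and floors cover counting error or the spread between libraries and no error made before sequencing. Reads were not used here, so exon-level and allele-level signals were not analysed.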

Results

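The data were liver transcriptomes of male mice that carried an AAV8 virus with an empty vector (EV) or with NAMPT, the enzyme that makes the NAD precursor nicotinamide mononucleotide. SIRT1 is an NAD-dependent protein deacetylase, and the LKO genotype is labelled as its liver-specific knockout. There were 3 chow-fed WT EV mice and 4 groups on Western diet (WD): WT EV (n = 6), WT NAMPT (n = 6), LKO EV (n = 5) and LKO NAMPT (n = 5). Each library held between 20166175 and 32937326 gene counts. No library had Xist above 0.601 CPM, while 4 Y-linked genes together gave between 109 and 181 CPM in every library.

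The gene targeted in the LKO mice was examined first. Sirt1 (ENSMUSG00000020063) lies on chromosome 10 from 63319005 to 63381704 (GRCm38), with 15 exon blocks covering 5331 bases, of which 65 overlap Gm16145 on the other strand. Sirt1 reached 10.1 ± 0.51 CPM (SD, n = 3) in chow WT EV, 8.86 ± 0.57 CPM (SD, n = 6) in WD WT EV and 8.58 ± 0.62 CPM (SD, n = 6) in WD WT NAMPT. In the libraries labelled SIRT1 LKO it reached 8.57 ± 1.34 CPM (SD, n = 5) with EV and 9.82 ± 1.36 CPM (SD, n = 5) with NAMPT. Every library held between 144 and 369 Sirt1 counts. The log2 fold change of LKO EV against WT EV was -0.07 ± 0.10 (SE), with an adjusted p-value of 0.99 and an exact permutation p of 0.565. For LKO NAMPT against WT NAMPT it was 0.19 ± 0.11 (SE), with an adjusted p-value of 0.237 and an exact permutation p of 0.0909. Sirt1 counts over the whole gene were therefore not detectably lower in the libraries labelled SIRT1 LKO. Every direction given for these libraries rests on their labels. Leaving out 1 library at a time moved the LKO EV value between -0.12 and 0.00 (-0.0026).

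The second check of the labels was Nampt (ENSMUSG00000020572, chromosome 12 from 32820335 to 32853369). It rose from 47.4 ± 6.46 CPM (SD, n = 6) in WT EV to 59.5 ± 10.6 CPM (SD, n = 6) in WT NAMPT, a log2 fold change of 0.34 ± 0.16 (SE) or 1.26-fold. The adjusted p-value was 0.144 over all genes and 0.0721 over the panel. The exact permutation p was 0.0325, which became 0.19 over the family of 6 tests. In the libraries labelled LKO it went from 56.1 ± 12.0 CPM (SD, n = 5) to 80.0 ± 28.4 CPM (SD, n = 5), a log2 fold change of 0.41 ± 0.16 (SE) or 1.33-fold, with an adjusted p-value of 0.403 and an exact permutation p of 0.0952. Chow WT EV livers held 40.7 ± 4.91 CPM (SD, n = 3). The alternative that moved the WT value most within the full set of libraries was scaling by library size only, which gave 0.50 with an adjusted p-value of 0.0316. Leaving out 1 library at a time moved the WT value between 0.20 (without WT NAMPT replicate 3) and 0.48 (without WT NAMPT replicate 4). The adjusted p-value in these fits was up to 0.47.

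Fgf21 (ENSMUSG00000030827, chromosome 7 from 45613907 to 45615490) encodes the hepatokine that the study follows. It was at 0.28 ± 0.11 CPM (SD, n = 3) in chow WT EV, 6.08 ± 5.60 CPM (SD, n = 6) in WD WT EV and 12.1 ± 9.20 CPM (SD, n = 6) in WD WT NAMPT. In the libraries labelled LKO it was at 7.25 ± 2.71 CPM (SD, n = 5) with EV and 6.52 ± 1.52 CPM (SD, n = 5) with NAMPT. The NAMPT effect in WT was a log2 fold change of 1.44 ± 0.52 (SE), with an adjusted p-value of 0.0647 over all genes, 0.0465 over the panel and an exact permutation p of 0.234. In LKO it was 0.02 ± 0.47 (SE), with an adjusted p-value of 0.992, and its sign changed under 7 of the alternatives. The interaction was -1.41 ± 0.70 (SE), with an adjusted p-value of 0.247. Across the 22 fits that each left out 1 library it ran from -1.86 to -0.88, with an adjusted p-value of up to 0.499. With 2 surrogate variables the WT effect reversed to -0.16.

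**Figure D1:**
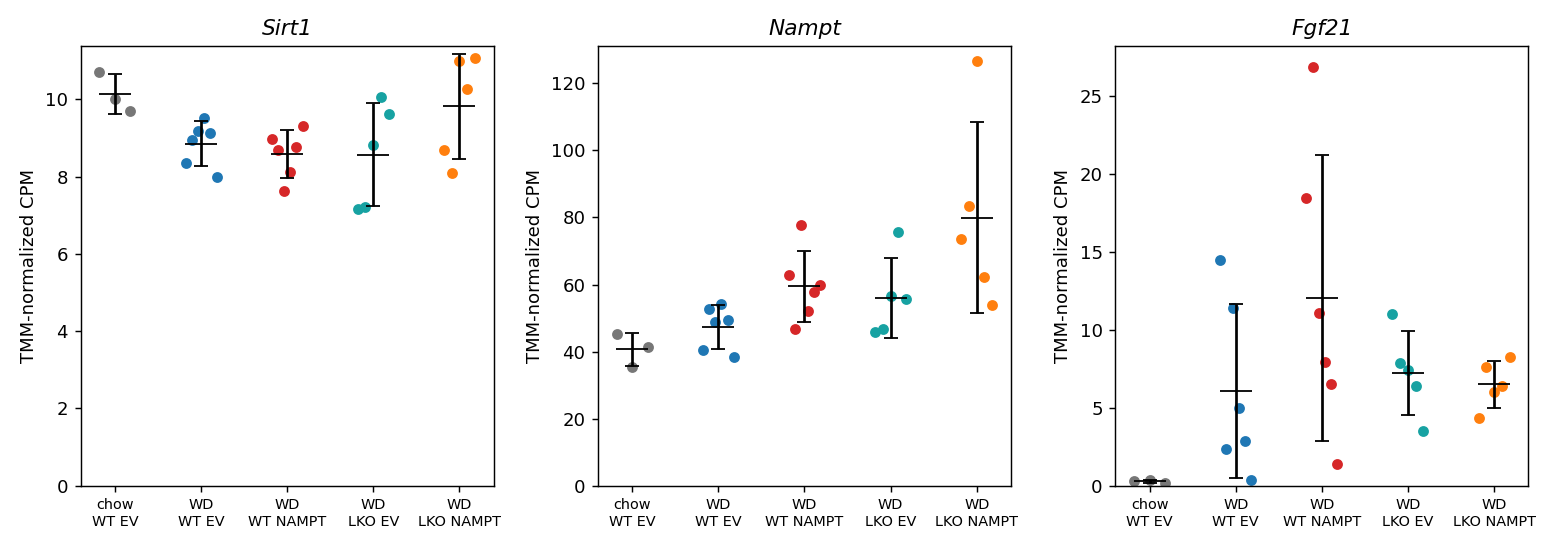
TMM-normalized CPM of Sirt1, Nampt and Fgf21 (y axis) in every library (points) of the 5 groups (x axis), with the mean (bar) and SD (whiskers). Sirt1 means lie between 8.57 and 10.1 CPM in all groups, and Nampt means are higher with the NAMPT vector in both genotypes, with overlapping libraries.

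The effect of the NAMPT vector on Western diet in WT liver was the first comparison across all genes. A total of 1890 genes were called, 1079 higher and 811 lower in WT NAMPT. Without adjustment, 4260 genes had a p-value under 0.05. With a log2 fold change of more than 2 in either direction, 46 genes were called, 36 higher and 10 lower. The alternative that moved the count most was the fit with 2 surrogate variables, which called 68 genes, 52 of them among the 1890. Same-numbered mice of the 2 groups deviated from their group means with a mean correlation of 0.11 over 4 pairs. With the replicate number as a block, 884 genes were called, 459 higher and 425 lower, and 662 of them were among the 1890. That fit also takes WT EV replicates 7 and 8 out of the comparison, since no other group has these numbers. Under the block the set means were -0.58 for de novo lipogenesis (adjusted p 8.2e-08), -0.36 for cholesterol biosynthesis (5.5e-06), 0.11 for PI3K-AKT signalling (0.835), 0.50 for NF-κB signalling (5.9e-06), 0.29 for complement (5.5e-06), 0.95 for neutrophil chemotaxis (8.4e-09) and -0.30 for retinoic acid (5.4e-05).

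In 104 of the 1890 genes the 6 WT NAMPT libraries did not overlap the 6 WT EV libraries. Over all 14065 genes this held for 0.96%, against 0.216% by chance. The largest rises among them were Pirb (ENSMUSG00000058818, chromosome 7 from 3711409 to 3720391), Noct (ENSMUSG00000023087, chromosome 3 from 51224447 to 51251644) and Blnk (ENSMUSG00000061132, chromosome 19 from 40928927 to 40994535). Pirb rose from 4.38 ± 0.48 to 12.0 ± 4.94 CPM (SD, n = 6 each), a log2 fold change of 1.5 ± 0.23 (SE, adjusted p 0.0032). Noct rose from 16.03 ± 8.00 to 49.4 ± 14.1 CPM, a log2 fold change of 1.41 ± 0.36 (SE, adjusted p 0.0158). Blnk rose from 1.35 ± 0.30 to 4.34 ± 2.46 CPM, a log2 fold change of 1.38 ± 0.36 (SE, adjusted p 0.0174). The largest falls were Serpinb1a (ENSMUSG00000044734, chromosome 13 from 32842092 to 32851185), Cyp4a10 (ENSMUSG00000066072, chromosome 4 from 115518264 to 115533649) and Cyp8b1 (ENSMUSG00000050445, chromosome 9 from 121914356 to 121916305). Serpinb1a went from 10.7 ± 4.84 to 1.88 ± 0.95 CPM, a log2 fold change of -2.78 ± 0.50 (SE, adjusted p 0.0058). Cyp4a10 went from 370 ± 142 to 99.3 ± 55.3 CPM, a log2 fold change of -1.92 ± 0.33 (SE, adjusted p 0.0041). Cyp8b1 went from 421 ± 60.1 to 158 ± 123 CPM, a log2 fold change of -1.85 ± 0.28 (SE, adjusted p 0.0032). Pirb and Cyp4a10 belong to families of near-identical genes, and how their reads were shared among family members could not be measured from gene counts. Blnk was no longer called in 3 and Noct in 1 of the 12 fits that each left out a library.

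The 6 lipogenic genes address whether NAMPT lowers fat synthesis with and without SIRT1. In WT all 6 had negative log2 fold changes, from -0.69 to -0.21. None was called over all genes. Over the 9-gene panel, 2 were called. Elovl6 (ENSMUSG00000041220, chromosome 3 from 129532386 to 129638495) went from 265 ± 97.2 to 152 ± 70.1 CPM (SD, n = 6 each), a log2 fold change of -0.69 ± 0.27 (SE, adjusted p 0.0465 over the panel and 0.0814 over all genes). Gpam (ENSMUSG00000024978, chromosome 19 from 55069734 to 55099451) went from 464 ± 162 to 257 ± 108 CPM, a log2 fold change of -0.67 ± 0.24 (SE, adjusted p 0.0465 over the panel and 0.0571 over all genes). The replicate block moved this count most, to 6 genes, and under 4 other alternatives it was 0. The block takes WT EV replicates 7 and 8 out of the comparison, and without replicate 8 alone the count was 5. In the libraries labelled LKO, 0 of the 6 were called over the panel, 0 of them had an unadjusted p-value under 0.05, and the log2 fold changes ran from -0.43 (Pklr) to 0.05 (Gpam). The interaction was not called over the panel for any of the 6. It ran from 0.02 (Acaca, adjusted p 0.935 over the panel) to 0.72 (Gpam, adjusted p 0.238 over the panel). A difference between genotypes was therefore not shown for these genes. Pklr shares 711 exonic bases with Hcn3 on the other strand.

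Gene sets were tested for themes that the study lists as regulated by NAMPT. In WT NAMPT against WT EV, the mean log2 fold change was -0.43 for de novo lipogenesis (adjusted p 0.00025 by limma camera), -0.35 for cholesterol biosynthesis (0.00025) and -0.24 for retinoic acid (0.0047). It was 0.62 for NF-κB signalling (4.1e-06) and 1.29 for neutrophil chemotaxis (1.5e-09), where all 20 genes had positive values. Complement (0.11, adjusted p 0.056) and PI3K-AKT signalling (0.16, adjusted p 0.775) were not called. With 2 surrogate variables the mean fell to 0.25 for neutrophil chemotaxis (adjusted p 0.0196) and to 0.16 for NF-κB signalling (0.0294). The complement mean was moved most by the replicate block. Complement was called with the replicate block, with 2 surrogate variables and under 3 other alternatives. With the rotation test fry the means were unchanged, and the adjusted p-value became 0.0999 for both lipogenesis and cholesterol biosynthesis. In the libraries labelled LKO, NAMPT against EV gave -0.21 for de novo lipogenesis (0.0169) and 0.13 for complement (0.026), and the other 5 sets were not called. Whether a set's change differed between genotypes was not tested.

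The effect of NAMPT in the libraries labelled SIRT1 LKO was the second comparison. A single gene was called, and 1355 genes had an unadjusted p-value under 0.05, 614 of them higher. No gene passed both the adjusted p-value and the log2 fold change of more than 2. The called gene was Adamtsl2 (ENSMUSG00000036040, chromosome 2 from 27079379 to 27108981), which went from 6.57 ± 0.76 CPM (SD, n = 5) in LKO EV to 3.49 ± 1.28 CPM (SD, n = 5) in LKO NAMPT, a log2 fold change of -1.18 ± 0.18 (SE, adjusted p 0.0116). The edgeR quasi-likelihood test called 0 genes and gave an adjusted p-value of 0.433 for Adamtsl2, and 918 genes had an unadjusted p-value under 0.05 under it. It was no longer called under 8 of the 13 alternatives fitted to all genes, nor in 4 of the 10 fits that each left out a library. DESeq2 moved the count most, to 6 genes, and Adamtsl2 was not among them.

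The comparison of NAMPT effects between genotypes asks which of them depend on SIRT1. At an unadjusted p-value under 0.05, 346 genes were shared by the WT and LKO comparisons, where 410.4 were expected by chance, and 203 of the 346 changed in the same direction. Across genes the correlation of the log2 fold changes was 0.11, with a jackknife SE of 0.27 over libraries, and genes are not independent replicates. Under DESeq2, which moved the correlation most among fits of all libraries, it was 0.25, and 167 of 202 shared genes changed in the same direction. Of the 1890 genes called in WT, 1012 (53.5%) had the same sign in LKO. The interaction tested the difference itself and called 1 gene, while 2986 genes had an unadjusted p-value under 0.05. That gene was Adamtsl2, with an interaction of -1.90 ± 0.25 (SE, adjusted p 0.00066). It rose in WT from 3.82 ± 0.34 to 6.04 ± 1.74 CPM (SD, n = 6 each), a log2 fold change of 0.72 ± 0.17 (SE, adjusted p 0.0125). Its interaction was not called under 3 of 12 alternatives, with an adjusted p-value of 0.218 under the quasi-likelihood test, and was called under DESeq2 (0.00137). The fit without LKO NAMPT replicate 1 moved the interaction count most, to 676 genes, and among fits of all libraries the clock-gene score as covariate did, with 279.

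**Figure D2:**
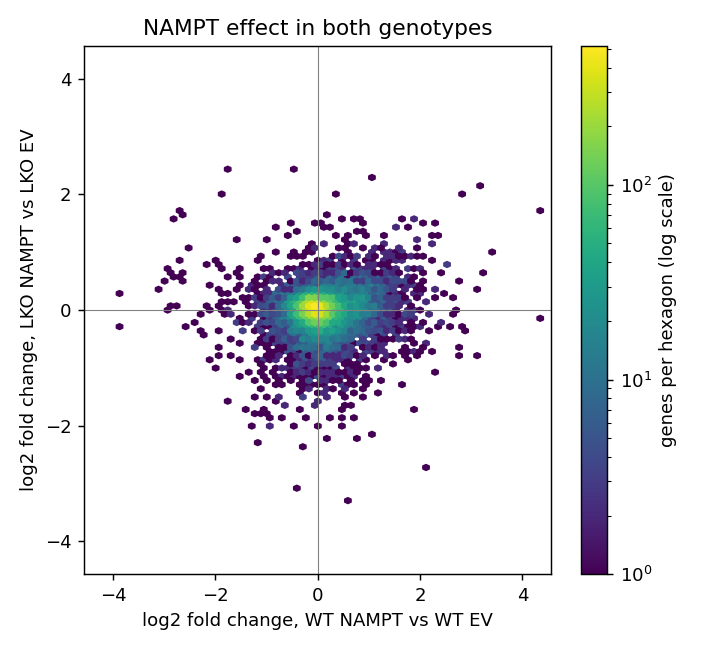
Log2 fold change of each of 14065 genes for NAMPT against EV in WT (x axis) and in LKO (y axis), as hexagons coloured by the number of genes on a log scale. The cloud is wider along the WT axis, and the correlation across genes is 0.11.

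The next comparison set LKO NAMPT against WT NAMPT. A total of 1120 genes were called, 588 higher and 532 lower in the libraries labelled LKO, and 32 had a log2 fold change of more than 2 in either direction, 10 higher and 22 lower. The fit on only the groups compared moved the count most among fits of all libraries of both groups, to 12 genes, all of them among the 1120. Without LKO NAMPT replicate 2 the count was 0, with 2287 genes at an unadjusted p-value under 0.05. A total of 660 genes were called both here and in WT NAMPT against WT EV. All 660 changed in opposite directions in the 2 comparisons, which share the WT NAMPT libraries.

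In 105 of the 1120 genes the libraries of both groups did not overlap. Over all genes this held for 1.39%, against 0.433% by chance. The largest rises among these were Cyp2b9 (ENSMUSG00000040660, chromosome 7 from 26173411 to 26210661), from 4.12 ± 3.34 CPM (SD, n = 6) to 86.7 ± 73.5 CPM (SD, n = 5), Cyp4a10, from 99.3 ± 55.3 to 515 ± 116 CPM, and Cyp4a14 (ENSMUSG00000028715, chromosome 4 from 115486200 to 115496142), from 52.1 ± 25.5 to 352 ± 206 CPM. Their log2 fold changes were 4.07 ± 1.21 (SE, adjusted p 0.0414), 2.45 ± 0.36 (SE, adjusted p 0.0032) and 2.14 ± 0.60 (SE, adjusted p 0.0336). The largest falls were Serpina1e (ENSMUSG00000072849, chromosome 12 from 103946931 to 103958975), from 3370 ± 2219 to 187 ± 102 CPM, Gstp2 (ENSMUSG00000038155, chromosome 19 from 4040285 to 4042236), from 26.9 ± 7.21 to 8.87 ± 2.71 CPM, and Enho (ENSMUSG00000028445, chromosome 4 from 41638144 to 41640324), from 1.60 ± 0.80 to 0.47 ± 0.15 CPM. Their log2 fold changes were -3.76 ± 0.76 (SE, adjusted p 0.0145), -1.54 ± 0.24 (SE, adjusted p 0.0045) and -1.48 ± 0.43 (SE, adjusted p 0.039). Except Enho, these genes have near-identical relatives, and the sharing of reads among them could not be measured. Enho shares 15 exonic bases with Dnaic1 on the other strand. Its adjusted p-value was 0.0676 under the quasi-likelihood test. Each of the 6 genes was no longer called in some of the 11 fits that left out a library, from 1 fit for Cyp4a10 to 7 for Cyp2b9 and Enho.

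In the same comparison the set means were 0.38 for de novo lipogenesis (adjusted p 0.0017), 0.27 for cholesterol biosynthesis (0.0113), -0.50 for NF-κB signalling (2.2e-05) and -1.02 for neutrophil chemotaxis (2.4e-07). Complement (-0.10, adjusted p 0.056), retinoic acid (0.13, adjusted p 0.152) and PI3K-AKT signalling (-0.12, adjusted p 0.923) were not called.

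LKO EV against WT EV asks what the LKO label itself changes on Western diet. A single gene was called, and 891 genes had an unadjusted p-value under 0.05. It was Mmp7 (ENSMUSG00000018623, chromosome 9 from 7692090 to 7699585), with an average log2 CPM of -2.94. That is under the expression limit of the naming rule, so Mmp7 was chosen after its values were seen. The 6 WT EV libraries held 0 to 4 counts and the 5 LKO EV libraries 18 to 53. The fitted log2 fold change was 3.46 ± 0.51 (SE, adjusted p 0.0067). Every WT EV library except replicate 2 lay under the floor of 3 counts, so this value gives a direction and not a measured size. No gene at all was called with the filter on the mean CPM, which removes Mmp7, and 813 genes then had an unadjusted p-value under 0.05. Mmp7 was also not called under the quasi-likelihood test (adjusted p 0.158), without a filter on low counts (0.0767) and with the replicate block (0.4655). DESeq2 moved the count most, to 11 genes.

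Western diet against chow in WT EV mice gave the background against which the other groups were fed. A total of 3101 genes were called, 1414 higher and 1687 lower on Western diet. Of 11 clock genes 9 were among them, so a difference in clock phase is not separated from the diet here. Leaving out chow replicate 2 moved this most, to 843 genes. In 1788 of the 3101 genes the 6 WD libraries did not overlap the 3 chow libraries, and over all genes this held for 16.1%, against 2.38% by chance. All 6 lipogenic genes were called over all genes and were higher on Western diet, from 0.71 ± 0.24 (SE, adjusted p 0.0363) for Gpam to 2.95 ± 0.21 (SE, adjusted p 8.7e-10) for Scd1. The largest rises by the naming rule were Pnpla5 (ENSMUSG00000018868, chromosome 15 from 84112621 to 84123175), Ntrk2 (ENSMUSG00000055254, chromosome 13 from 58806596 to 59133970) and Mfsd2a (ENSMUSG00000028655, chromosome 4 from 122946850 to 122961188). Pnpla5 had 0 counts in every chow library and 3.17 ± 1.66 CPM (SD, n = 6) on Western diet, at least 23.8-fold higher than the floor of 3 counts (adjusted p 0.0175). Ntrk2 rose from 2.36 ± 3.35 CPM (SD, n = 3) to 25.2 ± 7.85 CPM (SD, n = 6), a log2 fold change of 5.23 ± 0.99 (SE, adjusted p 0.00062). Mfsd2a rose from 7.09 ± 5.26 to 145 ± 46.4 CPM, a log2 fold change of 4.88 ± 0.33 (SE, adjusted p 2.1e-10). The largest falls were Enho, from 21.9 ± 3.35 to 0.97 ± 0.77 CPM, Sqle (ENSMUSG00000022351, chromosome 15 from 59315077 to 59331192), from 111 ± 45.4 to 5.18 ± 3.21 CPM, and Serpina1e, from 11960 ± 1463 to 1577 ± 2186 CPM. Their log2 fold changes were -4.93 ± 0.31 (SE, adjusted p 5.2e-11), -4.74 ± 0.33 (SE, adjusted p 4.9e-10) and -4.25 ± 0.88 (SE, adjusted p 0.0014). Pnpla5 was no longer called in 2 and Serpina1e in 1 of the 9 fits that each left out a library.

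**Figure D3:**
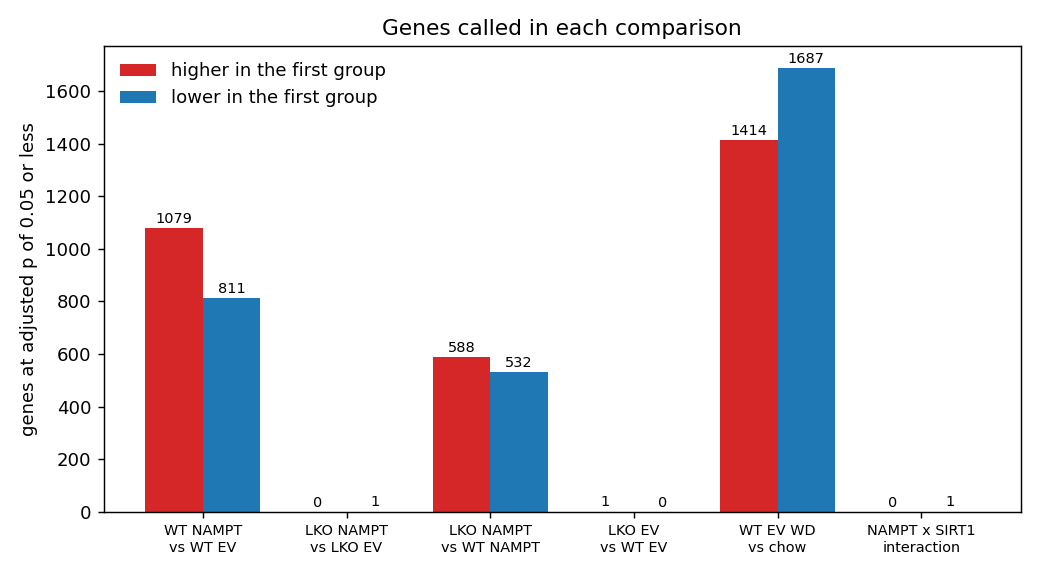
Number of genes (y axis) with an adjusted p-value of 0.05 or less, higher (red) and lower (blue) in the first group named, for the 6 comparisons (x axis). NAMPT against EV called 1890 genes in WT and 1 in LKO, and the interaction called 1.

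Differences between libraries of the same group were examined because the labels give no batch. The first principal component held 30.5% of the variance. Within WT NAMPT it ran from 76.2 in replicate 2 to -47.3 in replicate 6. The sample quality weights ran from 0.336 for that replicate 6 to 2.50 for chow replicate 2. A score of 7 clock genes (Arntl, Npas2 and Clock minus Dbp, Tef, Per3 and Ciart) ran from -1.77 to 1.69 within WT EV. Its mean was 0.42 ± 1.35 (SD, n = 6) in WT EV and -1.22 ± 0.96 (SD, n = 6) in WT NAMPT, and 3.60 ± 0.74 (SD, n = 3) in chow WT EV. WT NAMPT differed from WT EV by -1.64, with an exact permutation p of 0.0476 that became 0.119 over 5 comparisons. The range within WT EV (3.47) was larger than that difference. On Western diet WT EV differed from chow WT EV by -3.19, with an exact permutation p of 0.0238 that became 0.119. With 84 splits over 5 comparisons the adjusted value could hardly pass, so it does not speak against a difference. The scores did not overlap (-1.77 to 1.69 against 2.77 to 4.17), and 9 of 11 clock genes were called for the diets. Diet and clock phase are thus not separated in that comparison. With the score as covariate, 2283 genes were called for the diets, 1604 of them among the 3101. No batch in which a comparison could be repeated was given, so no within-batch values exist.

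**Figure D4:**
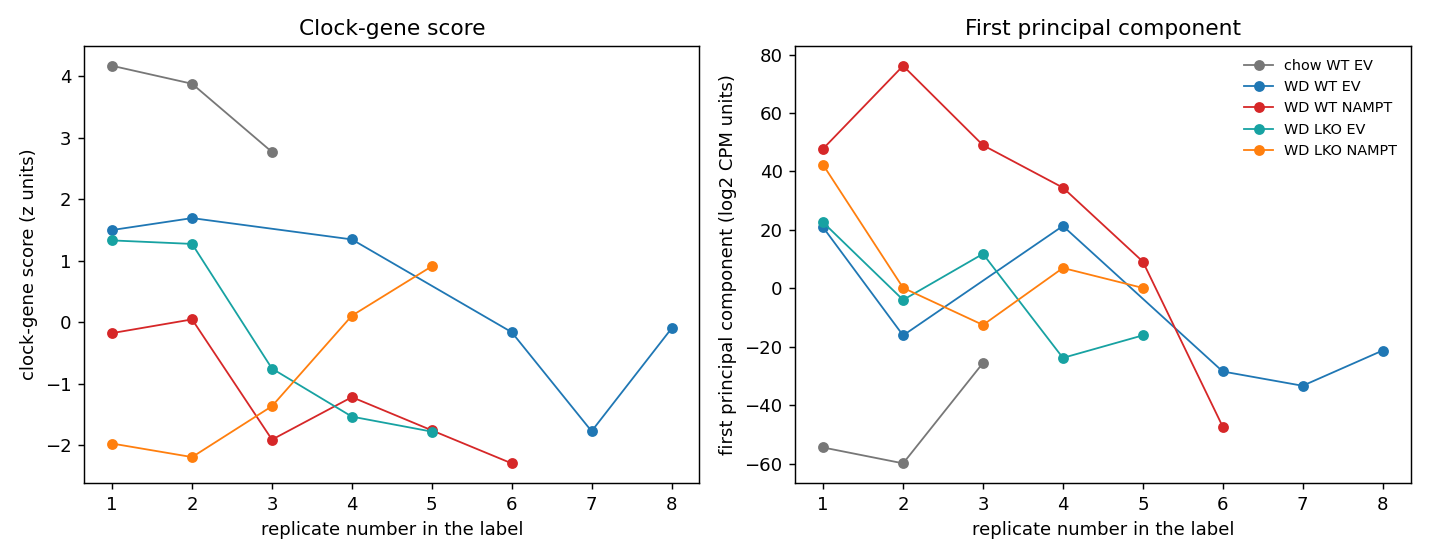
Clock-gene score in z units (left) and first principal component in log2 CPM units (right) against the replicate number in the label, with 1 line per group. Within WT EV and LKO EV the highest scores are at low numbers, and within LKO NAMPT the highest score, 0.908, is at number 5.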

Values the study reported

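The study reported 1849 genes altered by NAMPT in wild-type mice on Western diet and 647 genes in SIRT1 LKO mice, both at an unadjusted p-value under 0.05. Its text sets the 647 genes against LKO vector controls, whereas the legend describes that list as LKO mice against SIRT1 floxed mice with NAMPT and names no LKO mice with empty vector. It reported 84 genes in common. The legends of these panels give 3 mice in each group. The study stated that its viral doses were chosen for a NAMPT overexpression of 1.5 to 2.0-fold. It measured NAMPT by qRT-PCR of liver for this purpose.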

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

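The groups, comparisons, tests and alternatives were chosen before the data were examined. Among the tests in this part, the clock phase of the mouse, the effect of single libraries on Adamtsl2 its test under the quasi-likelihood method and its fits under the other alternatives were chosen only after the result was seen.

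In WT EV replicate 8, Fasn had a log2 CPM of 9.997 and Gpam of 7.595, each far under the other 5 libraries of the group. The gap to the nearest library took 0.653 and 0.63 of the whole range of the group. Such a gap was looked for in 40 groups of values and found in 2, and 2 are what chance gives. Its total of 21797389 counts was not the smallest of its group, which was 20216945, so low depth is not borne out for Fasn or Gpam. The clock-gene score of the mouse, -0.10, lay within the range of the other 5. Its distance from the other libraries over all genes was 68.4, larger than for each of the other 5, the next being 64.4. A change of the whole library may therefore contribute. The other 4 lipogenic genes also had their lowest value of the group in this library. Apart from the clock phase, no biological explanation was tested. Without this library, 5 of the 6 lipogenic genes passed over the panel in WT NAMPT against WT EV, instead of 2. Fgf21 was at 0.37 CPM in it, against 2.38 to 14.47 CPM in the other 5 libraries. Leaving it out gave the weakest Fgf21 effect in WT (0.90) and the weakest Fgf21 interaction (-0.88) of the fits without 1 library.

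Adamtsl2 stood out because its NAMPT effect differed between genotypes in a test of the difference itself, with an interaction of -1.90 (-1.899). It was higher in 5 of 6 WT NAMPT libraries than the WT EV mean, and lower in 5 of 5 libraries labelled LKO NAMPT than the LKO EV mean. The highest adjusted p over the 22 fits that each left out 1 library was 0.0155, so no single library accounts for the call of the interaction. The fall within the libraries labelled LKO was less stable: it no longer passed in 4 of the 10 fits that each left out a library, with an adjusted p of up to 0.319. The number of genes whose exons overlap those of Adamtsl2 is 0, so reads shared with an overlapping gene are not an explanation. Under the edgeR quasi-likelihood test, run for the study's test choice, the interaction was -1.58 with an adjusted p of 0.218. Adamtsl2 also did not pass without sample quality weights (-1.64, adjusted p 0.133) or with 2 surrogate variables (-1.52, adjusted p 0.0905). It passed under the other 9 alternatives that fit the interaction, DESeq2 among them (-1.58, adjusted p 0.00137), and the adjusted p over all 12 ran from 0.00046 to 0.218. The call thus depends on some choices and is not limited to the study's test. Of 100 splits drawn from 2560 that part the same-numbered mice as the real one does, 11 gave at least 1 gene for the interaction, the real one included, and the largest gave 2640. Other splits of the libraries can therefore give as many interaction genes. Adamtsl2 was already higher in LKO EV than in WT EV, by 0.78 ± 0.16 (SE, adjusted p 0.177), in 5 of 5 libraries. It was called there with only the groups compared (adjusted p 0.0406). Part of the interaction thus comes from a difference between the EV groups. A SIRT1-dependent effect of NAMPT on Adamtsl2 may be a hypothesis for other samples, since other splits gave calls too.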

How the results depend on the processing

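The clock-gene score as covariate, and the look at Adamtsl2 and Mmp7 under each alternative, were tests chosen only after the result was seen. Of 63 results, 23 kept their direction and their side of the threshold, their count within 1.5 times, or, for the correlation of effects, a value within its jackknife SE, under each of the 14 alternatives and 25 fits that each left out 1 library, where they applied (genes named by the fixed rule were counted only for the quasi-likelihood test, the clock-gene covariate and 1 library left out). The other 40 changed at least once. The cause was not tested for any change below. Removal of ribosomal protein genes changed none. Comparisons are abbreviated here as A (WT NAMPT against WT EV), B (LKO NAMPT against LKO EV), C (LKO NAMPT against WT NAMPT), D (LKO EV against WT EV), E (diets) and F (interaction). Counts are at adjusted p 0.05 unless given otherwise, large changes are those with a log2 fold change over 2, shared genes are those at unadjusted p 0.05 in A and B, and panel means the lipogenic genes in A. Unadjusted counts follow zeros in brackets.

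Under the quasi-likelihood test the counts were 428 (A, 412 of them among the 1890), 0 (B, unadjusted 918), 45 (C), 0 (D, unadjusted 498), 1322 (E) and 0 (F, unadjusted 1545), with 23 large changes in A and 10 in C, 187 shared genes, 1 panel gene and Fgf21 in B at -0.15. Under the edgeR exact test they were 851 (A), 3 (B), 173 (C), 10 (D) and 1466 (E), with 1 large change in B and 18 in C, 852 genes at unadjusted p in B, 171 shared genes and Fgf21 in B at -0.15. Under DESeq2 they were 1194 (A), 6 (B), 294 (C), 11 (D), 1745 (E) and 14 (F), with 3 large changes in B, 202 shared genes and Fgf21 in B at -0.16. In D, Mmp7 was not called with quasi-likelihood, without a filter or with the block, and the 1 gene called without a filter and the 2 with the block were different genes. None of the B genes of the edgeR exact test or DESeq2 was the gene called there by limma.

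Without sample quality weights the counts were 192 (A, all 192 among the 1890), 0 (B, unadjusted 877), 38 (C), 1201 (E) and 0 (F, unadjusted 1633), with 7 large changes in A and 5 in C, 164 shared genes, 4 panel genes and Fgf21 in B at -0.088. Set means were -0.16 for lipogenesis, 0.10 for complement and 0.0012 for retinoic acid in B (the last reversed), and 0.19 for retinoic acid in C.

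Upper-quartile size factors reversed Fgf21 in B (-0.0023) and left 0 panel genes. Library size only gave 3 genes in F, Nampt at 0.50 and Fgf21 at 1.53 in A, 0 panel genes, and complement at 0.26 in A and -0.21 in C. It moved the median of all genes by 0.15 in A, -0.11 in C and -0.14 in F. The share of higher genes, 57.1% in A, fell to 41.7% without quality weights (80 higher, 112 lower) and 35.3% with 2 surrogate variables (24 and 44), was 48.7% (255 and 269) without a filter and 67.3% (573 and 278) under the edgeR exact test. It became 88.1% (2010 higher, 271 lower) with library size only and 67.2% (1214 and 594) with upper quartiles. In C, 52.5% became 24.3% (204 and 636) and 32.6% (345 and 713) with these, 66.7% (30 and 15) with quasi-likelihood and 68.4% (26 and 12) without weights. In E, 45.6% became 32.6% (1053 and 2175) with library size only. Which direction holds more genes thus depends on weights, surrogate variables and filter in A, and on the scaling in C. In A it also depends on the corrections described below for GC content (995 higher, 1661 lower) and gene length (911 and 1518).

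Of the shared genes, 203 of 346 changed in the same direction in A and B. It was 156 of 187 under quasi-likelihood, 140 of 171 under the edgeR exact test, 167 of 202 under DESeq2, 127 of 164 without quality weights and 376 of 498 with the clock-gene covariate. The correlation of effects, 0.11, was 0.246, 0.245, 0.25, 0.213 and 0.216 under these, within its jackknife SE of 0.27, 0.078 to 0.131 under the others, and from -0.025 (without LKO NAMPT replicate 1, where its sign changed) to 0.21 across the 22 fits that each left out 1 library. The counts in the same direction thus differ with the test, the weights and the clock-gene covariate, whereas no shift of the correlation under these exceeds its SE.

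Without a filter on low counts (29119 genes) the counts were 524 (A), 0 (B, unadjusted 2111), 120 (C), 1970 (E) and 4 (F). Set means were 0.12 for complement in A, -0.20 for lipogenesis, 0.32 for neutrophil chemotaxis and 0.049 for retinoic acid in B (the last reversed), and 0.12 for retinoic acid in C. With the filter on the mean CPM (12768 genes) there were 0 genes in D (unadjusted 813), 21 large changes in A, and complement at 0.13 in A and -0.12 in C. With only the groups compared the counts were 653 (A), 0 (B, unadjusted 1244), 12 (C) and 5 (D), with 16 large changes in A and 4 in C, 0 panel genes and complement in C at -0.12.

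With the replicate block the counts were 884 (A), 0 (B, unadjusted 1258), 412 (C), 2 (D) and 66 (F), with 6 panel genes, Fgf21 in B at -0.056, complement at 0.29 in A and -0.15 in C, and retinoic acid in C at 0.14. The pairing it rests on was weak: the correlation of same-numbered mice was 0.11 in A, 0.015 in B, 0 in C, 0.056 in D and 0.061 in F. The block also takes WT EV replicates 7 and 8 out of every comparison, so its values partly show their removal. With 2 surrogate variables they were 68 (A), 0 (B, unadjusted 1500), 64 (C), 3 (D) and 0 (F, unadjusted 1856), with 6 large changes in A and 8 in C, 2045 genes at unadjusted p in A, 0 panel genes, and Fgf21 reversed in A (-0.16) and B (-0.44). Set means were 0.21 for complement in A, -0.12 for lipogenesis and 0.025 for retinoic acid in B (the last reversed), and -0.14 for complement and 0.20 for retinoic acid in C.

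With fry the means were as before, and lipogenesis (-0.43) and cholesterol (-0.35) in A, lipogenesis (-0.21) and complement (0.13) in B, and lipogenesis (0.38) and cholesterol (0.27) in C no longer passed, whereas retinoic acid in C (0.13) did. With the clock-gene score as covariate there were 279 genes in F, 157 large changes in A, Fgf21 in A at 1.95, 1 panel gene, and complement at 0.12 and neutrophil chemotaxis at 0.36 in B.

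Across the fits that each left out 1 library, the counts ran from 132 to 2846 (A), 0 to 5 (B, unadjusted 792 to 1760), 0 to 2287 (C, unadjusted 2287 at the lowest), 0 to 5 (D, unadjusted 642 at the lowest), 843 to 3171 (E) and 1 to 676 (F). Large changes ran from 7 to 112 in A, 0 to 1 in B and 0 to 66 in C, shared genes from 212 to 439 and panel genes from 0 to 5. Fgf21 ran from 0.90 to 1.89 in A and from -0.18 to 0.16 in B. Set means in B ran from -0.29 to -0.10 for lipogenesis, -0.15 to 0.027 for cholesterol, 0.11 to 0.15 for complement, 0.0072 to 0.40 for neutrophil chemotaxis and -0.023 to 0.0089 for retinoic acid. Complement ran from 0.028 to 0.21 in A and from -0.13 to -0.086 in C, and retinoic acid in C from 0.093 to 0.15. Among single named genes, 3 changes under the other alternatives and 36 under these fits were all to weaker.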

Other observations

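The tests of the pre-listed clock genes, sex, GC content, library size, the most abundant genes, random gene lists and other splits were set out before their results were seen. The score of other clock genes, both clock and macrophage covariates, gene length, the order by mouse number, the shared WT NAMPT libraries, the clock effect in LKO and the Sirt1 tests were chosen only after the result was seen.

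Sirt1 gene counts did not separate the genotypes. LKO EV against WT EV gave -0.07 (-0.066), with a 95% interval from -0.28 to 0.14, and LKO NAMPT against WT NAMPT gave an interval from -0.03 to 0.41. A fall by 1 log2 unit lies outside both. Loss of the exon block of median length (185 of 5331 bases) would change the counts by -0.05 (-0.051) log2 units. Of the 15 blocks, lost singly, 14 would lie within the first interval but only 3 within the second. The median block lies just under the second interval. The study names a floxed Sirt1 line but no exon, so which block is lost is not known here. Leaving out 1 library at a time moved the LKO NAMPT against WT NAMPT value between 0.13 and 0.32. The second interval was not recomputed in those fits, so its count of 3 blocks holds only for all libraries together. The largest block, of 1960 bases, would give -0.66. This sets the loss in proportion to exon length and takes the rest of the gene as unchanged, which was not tested. It also takes the loss as complete in liver RNA, whereas the study describes a deletion in hepatocytes only. An incomplete loss would change the counts less, so the second interval does not argue against loss of an exon. Loss of a single exon and a mislabelled sample may both leave such counts, and gene counts cannot tell them apart.

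Other splits of the same libraries were fitted in the same way. Only splits that part as many same-numbered mice as the real one were counted, since the remaining splits put same-numbered mice in the same group. Shared numbers join no animals and their correlation was weak (up to 0.11), so this limit was a choice. It also sets the smallest share that each comparison can show. Direction was not counted, so a split that changes few labels, or nearly all, stays close to the real one. For WT NAMPT against WT EV, 1 of 48 splits, the real one, gave as many genes at adjusted p 0.05. The next largest, which changed 2 labels, gave 1715. With a log2 fold change over 2 it was 2 of 48, at unadjusted p 0.05 it was 1 of 48, with up to 4141 in another split, and for genes shared by both genotypes 1 of 48. The shared count follows the length of the WT list in each split, and is no separate result. For the correlation of effects it was 14 of 48, for the lipogenic panel 11 of 48 and for the number of gene sets 9 of 48, with a median of 3 sets against the real 5. For NAMPT against EV in the libraries labelled LKO, whose 16 splits cannot show a share under 0.0625, it was 4 of 16 for genes at adjusted p 0.05, 3 of 16 at unadjusted p 0.05 and 8 of 16 for the sets. With a log2 fold change over 2 and for the panel it was 16 of 16, which shows nothing, since the real values are 0 and no split can be smaller. For LKO NAMPT against WT NAMPT it was 6 of 32 for genes, with up to 3205 in another split, which changed 8 labels. It was 4 of 32 with a log2 fold change over 2 and 12 of 32 for the sets. For LKO EV against WT EV it was 8 of 80. For the diets it was 1 of 20, the real one, which is the smallest share (0.05) these splits can give. The next largest split, which changed 2 labels, gave 2512 genes. The panel and set results and the effect correlation of WT NAMPT against WT EV, and the LKO NAMPT against WT NAMPT and LKO EV against WT EV results, were therefore not shown to go beyond what other splits gave. Nor was this shown for the gene counts at adjusted and unadjusted p and the sets of NAMPT against EV in LKO. There, 16 splits could not have shown a share under 0.0625. For the diets the splits are too few to decide.

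The 1890 genes of WT NAMPT against WT EV were weighed against technical explanations. After a trend with GC content was removed in each library, 2656 genes passed, 995 higher and 1661 lower, over the 13985 genes with a GC value. After the same for gene length, 2429 passed, 911 higher and 1518 lower. Both corrections left more lower than higher genes, whereas the uncorrected count had more higher genes. Total counts of the 2 groups did not differ (exact permutation p 0.407). Without the 20 genes with the most counts, 1903 genes passed. No library had Xist above 0.601 CPM, so the sex of the mice does not part the groups. With a score of 12 macrophage markers as covariate, 9 genes passed, 2 higher and 7 lower. Of 100 random lists of genes with matched expression, 10 left as few genes, and the range was 0 to 3077 with a median of 1068. RNA from macrophages may account for part of the difference, but some covariates from random lists of genes did the same. Of the 3 covariates and 2 trend corrections tried, only the macrophage score and the 2 surrogate variables (68 genes) lowered the count, as did the replicate block (884). The markers themselves differed by 1.22 (exact permutation p 0.052, adjusted over 3 comparisons 0.156).

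Time of day of tissue collection is a candidate explanation for part of the NAMPT effect. The score of the 5 clock genes listed beforehand was lower by 1.53 in WT NAMPT than in WT EV, in 6 of 6 libraries, with an exact permutation p of 0.0498 that became 0.124 over 5 comparisons and so fails the correction. A score of 7 clock genes, 4 of them in the first score, gave -1.64, in 6 of 6 libraries, with an exact permutation p of 0.0476, which became 0.119. Of 11 clock genes, 3 passed in WT NAMPT against WT EV (Arntl -1.99, Npas2 -1.98 and Clock -0.43), and Nr1d1 was at -0.03. In the libraries labelled LKO the score differed by -0.61 (exact permutation p 0.524), so an effect of the vector on the clock cannot be told from collection time. With the 7-gene score as covariate 2535 genes passed, 1493 of them among the 1890, so the clock score does not account for the count.

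Within groups, neighbouring replicate numbers were closer than under permutation of the numbers in the clock score (permutation p 5e-05) and in the first principal component (permutation p 0.00669). The same held for the macrophage marker score (permutation p 0.0004), so that covariate also follows the numbers. The order in which mice were collected or handled may follow the numbers. The numbers were the only order given. WT NAMPT replicate 6 had a first component of -47.3, against 9.17 to 76.2 in the other 5 libraries of its group, and its Nampt was at 59.9 CPM.

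The 660 genes called both in WT NAMPT against WT EV and in LKO NAMPT against WT NAMPT changed in opposite directions, and both comparisons use the WT NAMPT libraries. The correlation across genes was -0.72 with all libraries. With disjoint WT NAMPT libraries of 3 each it was -0.38 on average over 20 splits, from -0.60 to 0.03. Sharing of libraries may thus account for part of the opposite directions and not for all of them.

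In WT NAMPT against WT EV, 4260 genes had an unadjusted p under 0.05. This is more than the study reported for wild-type mice. Both comparisons shared 346 genes, where chance gives 410. This is more than the study reported in common, and its text and legend define the second gene list differently. Both lists were longer here, with 4260 and 1355 genes, so the larger number does not show greater sharing. The 346 genes were fewer than chance gives for these lists. Nampt rose 1.26-fold in WT and 1.33-fold in the libraries labelled LKO. This is lower than the range for which the study chose its doses. The study used qRT-PCR for that choice, whereas the folds here are from counts over the whole gene. The measures are unlike, so the lower values do not show that the doses fell short. The labels hold 6, 6, 5 and 5 mice in the groups on Western diet. This is more per group than the study's legends give.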
